A study of Mus musculus with 38 samples. Its data were reported in "A TREM2-activating antibody with a blood–brain barrier transport vehicle enhances microglial metabolism in Alzheimer’s disease models" (2023).

How the data were processed

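Polyadenylated RNA of sorted microglia was measured by bulk RNA sequencing in 38 libraries. Per the labels, viable CD11b-positive cells were sorted by flow cytometry from C57BL/6J mice aged 3 months, and the brain region is given once as cortex and hippocampus and once as the brain without the cerebellum, so the exact region is not known. The mice were hemizygous for an artificial chromosome with the human TREM2 gene, which encodes a lipid-sensing receptor of microglia, and homozygous for a transferrin receptor with a human part. The antibody transport vehicle (ATV) is a binding site for that human part, built into an antibody so that it crosses from blood into brain. Each mouse received a single dose of DNL919, an activating antibody against human TREM2 on this vehicle (10 mg/kg), of ATV:DNP02, the isotype control on the same vehicle (10 mg/kg), or of vehicle solution. DNL919 is taken here as the antibody that the study's text calls ATV:TREM2, and ATV:DNP02 as its ATV:ISO. A second dose of DNL919 named in the labels has no library among these 38 and was not analysed here.

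The libraries form 5 groups. Vehicle and ATV:DNP02 were collected on day 1, with 6 and 8 libraries. DNL919 was collected on days 1, 4 and 7, with 8 libraries each. No control library of day 4 or day 7 is among these 38, so the later days are set against controls of day 1. The labels give 4 takedown batches. The ATV:DNP02 and DNL919 groups have 2 libraries in each batch, and Vehicle has 1, 2, 2 and 1. Batches 1 and 2 held females and batches 3 and 4 males, so sex cannot be told apart from those pairs of batches. Replicates are numbered here in the order of the labels. The human TREM2 transgene is not among the genes of the files, so Trem2 below is the mouse gene.

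Per the submitters' processing notes, reads were aligned with STAR and counted per gene with featureCounts of Subread 1.6.2 on mouse genome build GRCm38.p6. The annotation release is not given, and the labels do not say whether molecular identifiers were used or PCR duplicates removed. The deposited sheet of raw counts holds 53801 genes, of which 25246 had a count in any library. In this sheet and in the sheet of normalized values 100% of the values above 0 have at most 2 significant digits. Counts of 100 or more were therefore rounded before deposition. Such values fill 6.48% of the cells and hold 91.3% of all counts. The second deposited sheet holds a normalized signal, which per its name and its values is CPM (counts scaled to library size) on effective library sizes set by the authors. Its columns sum to between 838 and 1194 kCPM. The other deposited values are a library size and an edgeR scaling factor per library, as listed by the authors. Column sums of the counts lay within -0.498% and 0.258% of those library sizes. The factors implied by the normalized signal differed from the listed factors by a ratio of 0.976 to 1.04, and the listed factors have a geometric mean of 0.979. They were used here in an alternative only.

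Total counts ranged from 1.65 to 6.42 M counts (M for mega) per library. A gene with no count in a group was given a floor of 3 counts over that group, and folds against it are lower bounds. Such floors and intervals cover counting error only. Sex-linked transcripts went against the sex label in 0 libraries, and 0 pairs of libraries within a group were identical. CPM values below were computed here from the counts with TMM factors (trimmed mean of M values).

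Genes were tested with limma-voom (limma 3.58.1, edgeR 4.0.16, R 4.3.3) on TMM-scaled counts with the group and the batch as terms over all 38 libraries, two-sided. The low-count filter of edgeR kept 11189 genes (minimum count 10, total 15, proportion 0.7). A gene was called changed at a Benjamini-Hochberg adjusted p under 0.05. Genes that passed are said to have risen or fallen. The comparisons were DNL919 on each day against ATV:DNP02 and against Vehicle, ATV:DNP02 against Vehicle, day 4 against day 1, day 7 against day 4, and the difference between males and females in the day 1 effect. Tests, comparisons, gene lists, the rule for named genes and most alternatives were fixed before the data were examined.

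The 37 lists covered energy metabolism (oxidative phosphorylation, mitochondrially encoded genes, glycolysis, TCA cycle, fatty acid oxidation), lipids (cholesterol synthesis, lipid storage and efflux), growth (DNA replication, mitosis, ribosome biogenesis, cytosolic ribosomal proteins, mitochondrial ribosome and import, proteasome, ER chaperones, amino acid supply and ATF4 targets), and microglial state (interferon-stimulated genes, disease-associated and homeostatic microglia, antigen presentation, inflammatory cytokines and NF-kB targets, lysosome, TREM2 pathway, genes of proteins the study measured). Others held immediate early and dissociation genes, sex-linked genes and markers of astrocytes, oligodendrocytes and their precursors, neurons, endothelium, mural cells, border-associated macrophages, monocytes, neutrophils, T and NK cells, B cells, and red cells with platelets. A list was tested with camera of limma at a preset correlation between genes of 0.01 when at least 5 of its genes were tested, which held for 33 lists. The adjustment ran over those 33. Each list call was tested again with a correlation estimated from the data. That p is given for calls it ended against ATV:DNP02 and between days, and against Vehicle the number of calls it left. Beside counts of list members over all genes tested stands the count adjusted over the list alone. Named genes were the 10 largest rises and falls with a mean of at least 10 CPM, 3 members per list and the genes of measured proteins. Predicted genes and pseudogenes were counted and not described.

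Alternatives fixed beforehand were edgeR quasi-likelihood, DESeq2 1.42.0, sample quality weights, other scaling factors (relative log expression, upper quartile, library totals alone), no low-count filter, a mean of at least 5 CPM, an added fold threshold (absolute log2 of at least 1), no batch term, sex in place of batch, only the compared groups, the deposited signal as log2(CPM + 1) with limma-trend, females or males alone, each batch left out, each library left out, and for lists fry and fgsea 1.28.0. Chosen after seeing the data were redraws of the rounded counts (5 draws), libraries thinned to the lowest total of 1650141, the noncoding share as a covariate, fits without the 2 libraries richest in neutrophil transcripts, the authors' factors, and the use of ATV:DNP02 for day 1 with Vehicle for the later day. Groups were also split in 100 ways. Depth, noncoding share, mitochondrial share and Malat1 were compared with exact two-sided permutation tests, adjusted over 16 tests.

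The tests were tested on simulated data with changes made in 200 genes of the real libraries. In the design of DNL919 day 1 against ATV:DNP02, limma-voom recovered 33 of 100 genes changed 2-fold and 69 of 100 changed 4-fold, with 8 false calls among 110. For ATV:DNP02 against Vehicle it recovered 25 and 58 of 100, with 2 false calls among 85. For day 7 against day 4 it recovered 31 and 64 of 100, with 13 false calls among 108. Reads that match more than 1 gene stay uncertain for close copies such as H2-D1 with H2-K1, H2-Q6 with H2-Q7, Ifit3 with Ifit3b, and ribosomal protein genes with their pseudogenes.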

Results

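Microglial RNA was compared in 38 mice that carried human TREM2 and had received the TREM2 antibody DNL919, its isotype control ATV:DNP02 or vehicle solution. Libraries of DNL919 day 1 were deeper, with a mean of 4.17 ± 1.36 M counts (SD, n = 8) against 2.34 ± 0.591 M (SD, n = 8) for ATV:DNP02 (exact permutation p = 0.000777, adjusted p = 0.00414). Vehicle, DNL919 day 4 and DNL919 day 7 held 2.27, 2.77 and 2.55 M. Noncoding transcripts took 3.34% ± 0.962 of the counts on DNL919 day 1 and 7.00% ± 1.41 in ATV:DNP02 (SD, n = 8 each; exact permutation p = 0.000311, adjusted p = 0.00373). Their share was 5.21% on day 4 (exact permutation p = 0.0392, adjusted p = 0.0783) and 5.07% on day 7 (exact permutation p = 0.0295, adjusted p = 0.0675). Malat1, an abundant nuclear noncoding RNA, is a large part of the noncoding share, so it is not a separate observation. It measured 26286 CPM on DNL919 day 1 and 53892 CPM in ATV:DNP02 (exact permutation p = 0.000466, adjusted p = 0.00373). It was 38120 CPM on day 4 (exact permutation p = 0.0176, adjusted p = 0.0562) and 36664 CPM on day 7 (exact permutation p = 0.0109, adjusted p = 0.0435). All genes of the mitochondrial chromosome together took 1.71% of the counts against 2.56% (exact permutation p = 0.0236, adjusted p = 0.0630). This share covers every gene on that chromosome. The list of 13 mitochondrially encoded genes, of which 7 were tested, is narrower and is given below.

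**Figure D1:**
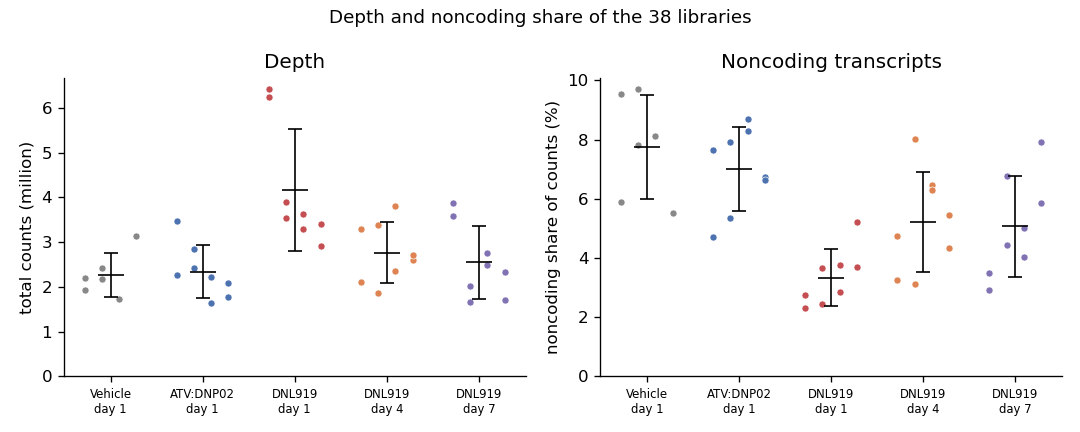
Total counts (M) and the percent of counts in noncoding genes for each of the 38 libraries by group, with the mean and SD. DNL919 day 1 has the highest mean depth, 4.17 M, and the lowest mean noncoding share, 3.34%.

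DNL919 against ATV:DNP02 on day 1 asks how microglia changed 1 day after the TREM2 antibody, relative to an antibody on the same transport vehicle. Chemokines and cytokines were among the largest rises. Cxcl10 (ENSMUSG00000034855, GRCm38 chromosome 5, 92346638 to 92348889), a chemokine induced by interferons, measured 3095 ± 1444 CPM (SD, n = 8) after DNL919 and 12.7 ± 12.4 CPM (SD, n = 8) in controls, a log2 fold change of 8.33 ± 0.77 (SE; limma-voom adjusted p = 1.22e-11). Ccl12 (ENSMUSG00000035352, chromosome 11, 82101845 to 82103400), which attracts monocytes, measured 30844 ± 15760 CPM against 422 ± 252 CPM (SD, n = 8 each), a log2 fold change of 6.10 ± 0.39 (adjusted p = 2.25e-16). The cytokine Tnf rose by a log2 fold change of 3.54 ± 0.22 and Gpr84, a receptor for medium-chain fatty acids, by 3.38 ± 0.22 (SE; adjusted p = 1.32e-16 and 2.25e-16). These 4 genes were above the control mean in 8 of 8 libraries. Without the low-count filter the calls of Cxcl10 and Ccl12 ended, with adjusted p = 0.618 and 0.309, while over their 12 alternatives p ran from 6.42e-57 to 0.618 and from 8.86e-44 to 0.309. The fit without the filter also called 2817 genes that had no count in the 16 libraries compared. Its lost calls therefore cannot decide whether Cxcl10 and Ccl12 changed.

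Of 42 inflammatory cytokines and NF-kB targets tested, 27 rose and 1 fell (28 and 1 adjusted over the list alone), with a median log2 fold change of 1.59 (camera adjusted p = 6.57e-12). Of 53 interferon-stimulated genes, 50 rose (51 adjusted over the list alone) with a median of 2.95 (camera adjusted p = 9.72e-22). Among them Bst2, a membrane protein that tethers viruses, rose by 2.52 ± 0.23 (log2, SE; adjusted p = 6.47e-12). Rsad2, an antiviral enzyme, had 2460 counts over the 8 DNL919 libraries and 2 counts over the 8 controls. In antigen presentation 15 of 26 genes rose (15 adjusted over the list alone), with a median of 1.03 (camera adjusted p = 1.23e-05, and adjusted p = 0.0783 with an estimated correlation). The proteasome activator Psme2 in that list rose by 2.68 ± 0.20 and the immunoproteasome subunit Psmb8 by 1.27 (log2).

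Genes of cell division made up the next group. Mcm6 (ENSMUSG00000026355, chromosome 1, 128331590 to 128359664), part of the helicase that opens DNA for copying, measured 126 ± 32.1 CPM against 7.48 ± 4.77 CPM (SD, n = 8 each), a log2 fold change of 4.19 ± 0.38 (SE; adjusted p = 8.68e-12). Of 53 DNA replication genes 49 rose (51 adjusted over the list alone) with a median log2 fold change of 3.84 (camera adjusted p = 7.77e-29). Of 51 mitosis genes 47 rose (47 adjusted over the list alone) with a median of 3.86, or 4.06 with the 11 genes that had no control count at their bound (camera adjusted p = 4.72e-15, and adjusted p = 0.0707 with an estimated correlation). Birc5 (ENSMUSG00000017716, chromosome 11, 117849251 to 117855743), which acts in chromosome segregation, had 1141 counts after DNL919 and 0 in ATV:DNP02, at least 249-fold higher. Vehicle replicate 5 held 15 CPM of Birc5, so this is a bound against ATV:DNP02 and not over all control mice. Pclaf, which binds the replication clamp, was at least 499-fold higher, and the mitotic kinase Pbk at least 141-fold higher. Cdk1, the main kinase of mitosis entry, rose by 4.04 ± 0.57 (SE).

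Genes for making and folding protein rose together. Rps6 (ENSMUSG00000028495, chromosome 4, 86854660 to 86857412), a ribosomal protein, measured 95.5 ± 43.2 CPM against 13.6 ± 6.72 CPM (SD, n = 8 each), a log2 fold change of 2.79 ± 0.34 (SE; adjusted p = 7.53e-09). Of 77 cytosolic ribosomal protein genes 75 rose and 1 fell (76 and 1 adjusted over the list alone), with a median of 1.27 (camera adjusted p = 1.19e-41). Over the 4 batches that median lay between 1.00 and 1.52. Ribosome biogenesis had 45 rises and 1 fall among 68 genes (46 and 1 adjusted over the list alone; median 1.06; camera adjusted p = 1.45e-12), with the nucleolar proteins Nhp2 and Npm1 at log2 fold changes of 2.05 and 1.48. The mitochondrial ribosome and import list had 79 rises among 99 genes (83 adjusted over the list alone; median 0.91; camera adjusted p = 6.52e-18), and Hspe1, a mitochondrial chaperonin, rose by 1.95. Of 30 ER chaperones 21 rose (21 adjusted over the list alone; median 0.99; camera adjusted p = 3.31e-12), with Sdf2l1 at 2.45 and Creld2 at 2.25. Of 34 proteasome genes 29 rose (32 adjusted over the list alone; median 1.00; camera adjusted p = 6.58e-16), with Psmd14 at 1.58. In the amino acid supply and ATF4 list 12 genes rose and 4 fell of 23 (13 and 5 adjusted over the list alone), with a median of 1.16 (camera adjusted p = 0.00896, and adjusted p = 0.0783 with an estimated correlation). Mthfd2 and Shmt2, mitochondrial enzymes of one-carbon metabolism, rose by 2.42 and 2.30 (log2). The fall in the noncoding share went along with these lists, since 36 of 796 noncoding genes rose and 156 fell, with a median of -0.66.

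Energy metabolism rose in part. Of 78 nuclear genes of oxidative phosphorylation 69 rose and 1 fell (73 and 1 adjusted over the list alone), with a median log2 fold change of 0.87 (camera adjusted p = 3.14e-26, and adjusted p = 0.0662 with an estimated correlation). Atp5j, part of ATP synthase, rose by 1.65 ± 0.17 and Uqcrb, part of complex III, by 1.62 ± 0.15 (SE). The 7 mitochondrially encoded genes tested had a median of -0.05 and a mean of 0.20 (camera adjusted p = 0.684). Of 21 glycolysis genes 11 rose and 2 fell (12 and 3 adjusted over the list alone), with a median of 1.28 (camera adjusted p = 0.000105, and adjusted p = 0.0662 with an estimated correlation). Gapdh rose by 2.87 ± 0.27, Tpi1 by 2.52 ± 0.23 and Ldha, which makes lactate, by 2.07 ± 0.18 (SE). The study named oxidative phosphorylation and glycolysis from these same samples, so the direction of both lists is not independent evidence. Of 20 TCA cycle genes 10 rose and 1 fell (11 and 1 adjusted over the list alone), with a median of 0.57 (camera adjusted p = 0.00272, and adjusted p = 0.0783 with an estimated correlation). Idh3a rose by 1.87. Fatty acid oxidation was not called, with 5 rises and 6 falls among 27 genes (8 and 6 adjusted over the list alone) and a median of 0.22 (camera adjusted p = 0.917, direction down), and cholesterol synthesis was not called, with 5 rises among 20 genes (3 adjusted over the list alone) and a median of 0.76 (camera adjusted p = 0.0916).

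Markers of microglial state moved apart. Lpl (ENSMUSG00000015568, chromosome 8, 68880491 to 68907448), lipoprotein lipase, measured 360 ± 169 CPM against 11.3 ± 14.2 CPM (SD, n = 8 each), a log2 fold change of 6.01 ± 0.77 (SE; adjusted p = 2.28e-08). Cst7 (ENSMUSG00000068129, chromosome 2, 150570415 to 150578944), a cathepsin inhibitor, measured 519 ± 176 CPM against 21.4 ± 14.1 CPM (SD, n = 8 each), a log2 fold change of 4.90 ± 0.47 (SE; adjusted p = 2.21e-11). Ch25h, which makes an oxysterol, rose by 7.72 ± 1.06 (SE). Of 33 disease-associated microglia genes 18 rose and 4 fell (20 and 5 adjusted over the list alone), with a median of 0.98 (camera adjusted p = 3.73e-07, and adjusted p = 0.0995 with an estimated correlation). P2ry12 (ENSMUSG00000036353, chromosome 3, 59216272 to 59262871), a purine receptor of resting microglia, fell from 4449 ± 900 CPM to 1634 ± 633 CPM (SD, n = 8 each), a log2 fold change of -1.50 ± 0.17 (SE; adjusted p = 1.71e-09) and lower in 8 of 8 libraries. Ltc4s, a leukotriene synthase, and the transcription factor Mef2a changed by -1.69 ± 0.16 and -1.40 ± 0.16 (SE). Of 39 homeostatic microglia genes 24 fell and 1 rose (27 and 1 adjusted over the list alone), with a median of -0.65 (camera adjusted p = 4.10e-12). Among all genes the transcription factor Maf fell, at -2.06 ± 0.21 (SE).

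Of the 12 genes of protein readouts, 5 rose and 1 fell (5 and 2 adjusted over the list alone), with a median log2 fold change of 0.35 (camera adjusted p = 0.165). Besides Rps6, Axl (ENSMUSG00000002602, chromosome 7, 25757273 to 25788705), a receptor tyrosine kinase, rose by 4.11 ± 1.08, Tfrc, the transferrin receptor, by 3.39 ± 0.52, Tspo, a mitochondrial outer membrane protein used in imaging, by 2.06 ± 0.21, and Aif1, which encodes IBA1, by 0.48 ± 0.14 (SE; adjusted p = 0.00226, 9.13e-07, 1.11e-10 and 0.00568). Tfrc was low in the reference, with 57 counts over the 8 ATV:DNP02 libraries. Its mean was 2.61 CPM there and 5.44 CPM in Vehicle. The call of Aif1 ended without the low-count filter (adjusted p = 0.0805), in a fit that also called 2817 genes with no count in the libraries compared. Syk, the kinase downstream of TREM2, fell by 1.08 ± 0.31 (SE; adjusted p = 0.00564). Mouse Trem2 measured 1426 ± 208 CPM against 1833 ± 360 CPM (SD, n = 8 each), a log2 fold change of -0.35 ± 0.15 (SE; adjusted p = 0.0669), below the control mean in 8 of 8 libraries. It was not called, yet 8 of its 12 alternatives called it down, with adjusted p from 0.000427 to 0.103. The other values were -0.42 for Csf1r, 1.02 for Cd74, -0.37 for Plcg2, -0.28 for Mtor and 0.22 for Cpt1a (adjusted p = 0.105, 0.122, 0.248, 0.704 and 0.773), and Cpt1a had the opposite sign in 6 of its 12 alternatives. The TREM2 pathway list was not called, with 2 rises, 6 falls (2 and 6 adjusted over the list alone) and a median of -0.35 over 25 genes (camera adjusted p = 0.210). Lysosome genes were not called, with 14 rises, 7 falls (15 and 7 adjusted over the list alone) and a median of 0.13 over 49 genes (camera adjusted p = 0.165), although Ctsc, a cathepsin, rose by 1.59. Lipid storage and efflux genes had a median of -0.18 and a mean of 0.55 over 21 genes (camera adjusted p = 0.528).

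Markers of other cells were mostly not called on day 1. Of 18 border-associated macrophage markers 6 fell (6 adjusted over the list alone), with a median log2 fold change of -1.20 (camera adjusted p = 0.00238, and adjusted p = 0.340 with an estimated correlation). The batch medians were -2.38, -0.92, 0.67 and -1.20. Of 28 immediate early and dissociation genes 5 rose and 10 fell (5 and 10 adjusted over the list alone), with a median of -0.30 (camera adjusted p = 0.0253, and adjusted p = 0.383 with an estimated correlation). Fosb and Rhob fell, at -2.06 and -1.68, and the heat shock protein Hspa8 rose by 1.11. The 6 sex-linked genes had a median of -0.74 with 1 fall, Xist (camera adjusted p = 0.0253, and adjusted p = 0.111 with an estimated correlation). The call of Xist ended in 3 of its alternatives, with adjusted p up to 0.742 with no batch term. Medians of lists not called were -0.09 for astrocyte, -0.39 for oligodendrocyte, -1.16 for neuron, 0.32 for endothelial, -0.14 for monocyte, -1.44 for neutrophil and -0.37 for B cell markers (camera adjusted p = 0.302, 0.0916, 0.135, 0.873, 0.873, 0.178 and 0.185). Lists for oligodendrocyte precursors, mural cells, T and NK cells, and red cells with platelets had 0, 3, 2 and 1 tested genes, too few for a list test.

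In all, 4007 of 11189 genes changed on day 1, 2329 up and 1678 down (limma-voom), of which 2464 changed at least 2-fold. Within batches of 2 against 2 libraries 2038, 1829, 18 and 15 genes passed, and between 95.8% and 98.9% of the genes called over all batches had the same direction there. Those genes were called with the same batches in the fit, so this agreement is partly built in and is not replication. The count was 10678 without the low-count filter, of which 2817 genes had no count in the 16 libraries compared, 956 in males alone and 2235 with the noncoding share as a covariate, and library totals alone moved the median of all genes from 0.01 to -0.10, a shift of -0.11. With the noncoding covariate the medians of some called lists moved by over 1.5 times, to 0.54 for glycolysis, 0.21 for TCA cycle, 0.52 for ER chaperones, 0.55 for disease-associated microglia, 0.72 for amino acid supply, -0.77 for border-associated macrophages, -0.62 for immediate early genes and 0.13 for sex-linked genes. Calls of 12 of the 104 named genes ended in some alternative run per gene. The largest fall by the rule for named genes, Slpi, a protease inhibitor (-4.38 ± 1.53, SE; adjusted p = 0.0220), had the opposite sign with edgeR (0.10) and DESeq2 (0.61).

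**Figure D2:**
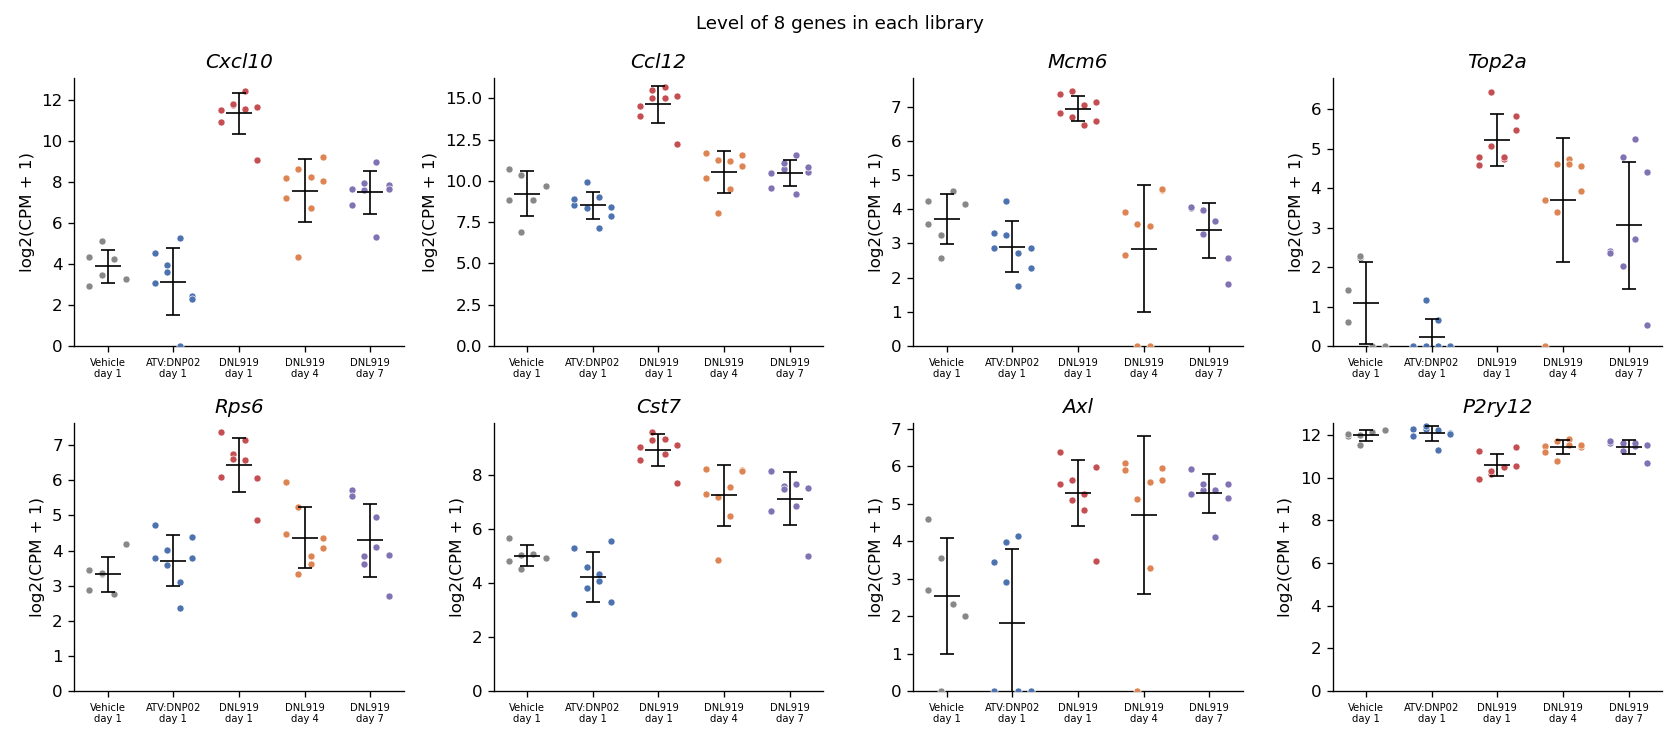
log2(CPM + 1) per library of Cxcl10, Ccl12, Mcm6, Top2a, Rps6, Cst7, Axl and P2ry12 in the 5 groups, with the mean and SD. On DNL919 day 1 the mean of Cxcl10 was 3095 CPM and that of P2ry12 1634 CPM, against 12.7 and 4449 CPM in ATV:DNP02.

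DNL919 day 1 against Vehicle asks the same with vehicle solution in place of an antibody. Cxcl10 rose by a log2 fold change of 7.62 ± 0.70, Ccl12 by 5.48 ± 0.42, Mcm6 by 3.35 ± 0.38, Cst7 by 4.00 ± 0.46 and Rps6 by 3.25 ± 0.46, while P2ry12 changed by -1.40 ± 0.19 (SE; n = 8 and 6; limma-voom adjusted p = 2.91e-11, 2.29e-13, 2.70e-09, 3.40e-09, 3.69e-07 and 8.89e-08), each in 8 of 8 libraries. The calls of Cxcl10 and Ccl12 ended without the low-count filter (adjusted p = 0.628 and 0.317), in a fit that called 10980 genes against 3740 with the filter. In all 3740 genes changed, 2127 up and 1613 down (limma-voom), and 17 lists were called, 6 of them with an estimated correlation. Oxidative phosphorylation had a median of 0.95 with 73 rises (73 adjusted over the list alone) among 78 genes (camera adjusted p = 4.73e-28, and adjusted p = 0.0583 with an estimated correlation). DNA replication had a median of 3.39 with 47 rises of 53 genes (47 adjusted over the list alone; camera adjusted p = 5.57e-24). Slpi was called (-3.99; adjusted p = 0.0495) and had the opposite sign with edgeR (0.93) and DESeq2 (1.48). The count was 10980 without the low-count filter, 769 in males alone, 1833 with the noncoding covariate and 2466 without batch 1.

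ATV:DNP02 against Vehicle asks what the transport vehicle antibody itself did. Mouse Trem2 measured 1833 ± 360 CPM (SD, n = 8) after ATV:DNP02 and 1665 ± 424 CPM (SD, n = 6) after Vehicle, a log2 fold change of 0.12 ± 0.17. Tfrc, the receptor that the vehicle binds, changed by -1.18 ± 0.61 and Axl by -0.91 ± 1.28 (SE), and neither was called. With limma-voom 0 genes passed, against 498 at an unadjusted p under 0.05, while edgeR called 0 and DESeq2 2, and the smallest adjusted p was 0.886. Camera called 0 lists, with a smallest adjusted p of 0.129, and fgsea called 2. Differences of 2-fold were recovered for 25 of 100 simulated genes, so effects of that size can be missed in this design. Without the low-count filter 4 genes passed, and camera called 5 lists in males alone, 2 in females alone, 1 with no batch term and 1 in thinned libraries.

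DNL919 day 4 against ATV:DNP02 day 1 asks what was left of the response after 4 days, with controls of another day. Antigen presentation genes were raised at this time. H2-K1 (ENSMUSG00000061232, chromosome 17, 33996017 to 34000333), a class I antigen-presenting molecule, measured 1269 ± 447 CPM against 452 ± 80.0 CPM (SD, n = 8 each), a log2 fold change of 1.42 ± 0.17 (SE; limma-voom adjusted p = 4.36e-07), above the control mean in 8 of 8 libraries. Its relatives H2-D1 and H2-Q7 rose by 1.75 ± 0.26 and 4.31 ± 0.72 (SE; 7 of 8 and 8 of 8 libraries), and reads of these close copies may be shared. Lgals3bp, a secreted glycoprotein induced by interferons, rose by 2.49 ± 0.28 (SE; adjusted p = 2.67e-07; 8 of 8 libraries). Cst7 measured 186 ± 101 CPM (SD, n = 8), a log2 fold change of 3.15 ± 0.47 (SE; adjusted p = 3.61e-05), and the chemokine Cxcl16 rose by 1.88 ± 0.26 and the cytokine Il1b by 1.98 ± 0.29 (SE). Pbk was at least 32.7-fold higher. Gadd45g, a stress response gene, fell by 2.28 ± 0.33, Arrdc3, an arrestin relative, by 1.13 ± 0.19, and the purine receptor P2ry13 by 0.77 ± 0.17 (SE; adjusted p = 2.98e-05, 0.000295 and 0.00553), each lower in 8 of 8 libraries. The genes named so far in this paragraph held in the alternatives run per gene (12, or 11 for Pbk) and with any 1 library left out. Males alone and batches left out were not followed per gene, and in males alone 2 genes passed in all.

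Other calls of day 4 were less stable. Oasl2, an interferon-stimulated gene, measured 55.5 ± 30.3 CPM against 1.84 ± 3.34 CPM and Top2a (ENSMUSG00000020914, chromosome 11, 98992943 to 99024189), which untangles DNA in mitosis, 16.4 ± 9.05 CPM against 0.231 ± 0.464 CPM (SD, n = 8 each; limma-voom adjusted p = 0.00698 and 0.00145). Birc5 was at least 112-fold higher than in ATV:DNP02 (adjusted p = 0.00262), a bound that covers counting error only. In Vehicle, Birc5 measured 15 CPM in replicate 5 and 0 in the other libraries, so this is no bound over all control mice. With a minimum of 5 CPM these 3 calls ended, with adjusted p = 0.149, 0.0973 and 0.155, and p ran from 1.31e-09, 7.00e-09 and 3.13e-06 up to those values over the alternatives. Tspo rose by 0.91 ± 0.22 and P2ry12 changed by -0.64 ± 0.17 (SE; adjusted p = 0.0149 and 0.0328), and 12 of the 16 fits with 1 library left out kept each call. Their adjusted p reached 0.0770 without ATV:DNP02 replicate 3 and 0.0791 without DNL919 day 4 replicate 5, and over the alternatives it ran from 0.000527 to 0.0925 and from 0.000605 to 0.0584.

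Lists called on day 4 with both correlations were interferon-stimulated genes (27 of 53 rose, 46 adjusted over the list alone, median log2 fold change 2.05, camera adjusted p = 8.74e-43), mitosis (12 of 51 rose, 33 adjusted over the list alone, median 2.60 or 2.78 at the bound, camera adjusted p = 4.61e-23) and disease-associated microglia (15 of 33 rose, 19 adjusted over the list alone, median 0.67, camera adjusted p = 4.29e-20). So were antigen presentation (9 of 26 rose, 13 adjusted over the list alone, median 0.58, camera adjusted p = 8.22e-15), NF-kB targets (12 of 42 rose, 17 adjusted over the list alone, median 0.59, camera adjusted p = 7.30e-15), cytosolic ribosomal proteins (21 of 77 rose, 61 adjusted over the list alone, median 0.56, camera adjusted p = 8.74e-43) and the protein readouts (1 of 12 rose, 2 adjusted over the list alone, median 0.30, camera adjusted p = 0.0152). Their batch medians were above 0 in 4 of 4 batches, except for the protein readouts, which stood at -0.10 in batch 2. With an estimated correlation the smallest camera adjusted p of any list on day 4 was 0.00236, far above the values at the preset one. Border-associated macrophage markers were called down, with a median of -1.58, 1 fall of 18 and 9 adjusted over the list alone (camera adjusted p = 2.53e-10, and adjusted p = 0.0700 with an estimated correlation). Calls lost with an estimated correlation were lysosome (median 0.29, adjusted p = 0.227 with an estimated correlation), glycolysis (0.65, adjusted p = 0.0694), homeostatic microglia (-0.18, adjusted p = 0.227), oxidative phosphorylation (0.14, adjusted p = 0.745), immediate early genes (-0.19, adjusted p = 0.289) and DNA replication (0.38, adjusted p = 0.261). Oxidative phosphorylation had 1 rise among 78 genes and DNA replication 1 among 53 (1 and 3 adjusted over the list alone).

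In all 202 genes changed on day 4, 177 up and 25 down (limma-voom), and 130 at least 2-fold. With the noncoding share as a covariate 474 passed, of which 62.0% were rises, against 87.6% without it. Within the 4 batches 57, 17, 0 and 6 passed, and at least 96.5% of the called genes tested there had the same direction, which is partly built in as on day 1. The count moved by over 1.5 times in many alternatives, from 2 in males alone and 17 without batch 1 to 518 with sample quality weights, and was 102 without DNL919 day 4 replicate 8, 123, 130 and 124 without ATV:DNP02 replicates 1, 3 and 5. DNL919 day 4 replicate 6 held 2909 CPM of S100a8, a neutrophil gene.

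DNL919 day 7 against ATV:DNP02 day 1 asks the same after 7 days. Itgax, an integrin of disease-associated microglia, rose by a log2 fold change of 3.67 ± 0.67 (SE; n = 8 each; limma-voom adjusted p = 0.000988), and Cst7 measured 161 ± 77.0 CPM (SD, n = 8), a log2 fold change of 3.12 ± 0.47 (SE; adjusted p = 5.36e-05). H2-K1 measured 1152 ± 324 CPM (SD, n = 8) and rose by 1.33 ± 0.17, and Lgals3bp by 2.47 ± 0.29 (SE; adjusted p = 4.67e-06 and 4.10e-07). These 4 genes were above the control mean in 8 of 8 libraries. The tetraspanin Cd63, of lysosomes and vesicles, rose by 0.85 ± 0.17 (SE; adjusted p = 0.00427; 7 of 8 libraries). Gadd45g, Arrdc3 and Tmem204, a membrane protein, fell, at -1.70 ± 0.30, -1.15 ± 0.19 and -1.54 ± 0.32 (SE; adjusted p = 0.000430, 0.000291 and 0.00490; lower in 8 of 8 libraries each). These genes held in the 12 alternatives run per gene and with any 1 library left out, but in males alone 0 genes passed (limma-voom, with no other tool run on males alone). Axl measured 39.8 ± 12.1 CPM against 5.99 ± 7.09 CPM (SD, n = 8 each; adjusted p = 0.0455), and 2 of the 16 fits with 1 library left out kept its call, with adjusted p up to 0.157 without ATV:DNP02 replicate 5. Apoe, the main lipid carrier of the brain, rose by 1.13 ± 0.30 (SE; adjusted p = 0.0374; 6 of 8 libraries), and 6 of its 12 alternatives ended the call, with adjusted p from 0.00237 to 0.331.

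Lists called on day 7 with both correlations were interferon-stimulated genes (14 of 53 rose, 33 adjusted over the list alone, median 1.63, camera adjusted p = 7.45e-28), disease-associated microglia (17 of 33 rose, 25 adjusted over the list alone, median 0.85, camera adjusted p = 1.71e-26) and NF-kB targets (11 of 42 rose, 15 adjusted over the list alone, median 0.80, camera adjusted p = 7.76e-16). So were antigen presentation (6 of 26 rose, 10 adjusted over the list alone, median 0.69, camera adjusted p = 5.13e-15) and the protein readouts (1 of 12 rose, 2 adjusted over the list alone, median 0.29, camera adjusted p = 0.0107). Calls lost with an estimated correlation were cytosolic ribosomal proteins (20 of 77 rose, 57 adjusted over the list alone, median 0.51, adjusted p = 0.0579 with an estimated correlation) and mitosis (6 of 51 rose, 31 adjusted over the list alone, median 2.12 or 2.63 at the bound, adjusted p = 0.0571 with an estimated correlation). Also lost were lysosome (median 0.30, adjusted p = 0.179), homeostatic microglia (-0.20, adjusted p = 0.0888), DNA replication (0.58, adjusted p = 0.210), glycolysis (0.52, adjusted p = 0.179), oxidative phosphorylation (0.16, adjusted p = 0.828), immediate early genes (-0.23, adjusted p = 0.453), neutrophil markers (1.93, adjusted p = 0.511) and border-associated macrophage markers (-0.26, adjusted p = 0.766). The neutrophil median was 5.03 in batch 4 and -0.05 in batch 2, and DNL919 day 7 replicate 7 held 17435 CPM of S100a8. In all 169 genes changed, 146 up and 23 down (limma-voom), so 86.4% were rises, against 66.8% of 214 genes with the noncoding share as a covariate. Within batches 35, 22, 0 and 3 passed. The count moved from 0 in males alone to 422 with sample quality weights (limma-voom), and it was 96, 102, 90, 111 and 109 without ATV:DNP02 replicates 1, 2, 5, 6 and 7 and 112 and 103 without DNL919 day 7 replicates 1 and 3.

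The genes of day 1 were then followed to the later days. Of the 4007 genes called on day 1, 169 were called in the same direction on day 4, which is 4.22% of them and 83.7% of the day 4 calls, and 5 in the opposite direction. On day 7 it was 142 genes, 3.54% of day 1 and 84.0% of day 7, with 5 opposite. Independent calls would give 36.8 shared rises on day 4 and 30.4 on day 7, against 153 and 127. The days share their controls. In 50 simulations with no group changed, shared controls alone gave a correlation across genes of 0.486 and 0.480, against 0.542 and 0.581 in the data. The covariance across genes was 0.149 and 0.148 in the simulations, with a highest of 0.159 and 0.167, against 0.473 and 0.485 in the data. Those simulations called 0.2 genes on day 1 and 0.14 on each later day on average. With so few calls, their 0 shared calls cannot show how many calls the days share through their controls. The share of genes with the same sign was 63.9% on day 4 and 67.4% on day 7, against 66.6% and 66.4% from shared controls alone. No gene changed in the simulations, while 4007 were called on day 1. Simulated correlations and shares of sign are therefore no baseline for these data. With separate sets of the ATV:DNP02 libraries for each day, fewer genes were called, and 14 of 18 calls of day 4 and 11 of 13 of day 7 were shared with day 1 (77.8% and 84.6%). With those sets exchanged it was 46 of 66 and 32 of 44. With ATV:DNP02 for day 1 and Vehicle for the later day, an alternative chosen after seeing the data, the correlation across genes was 0.365 and 0.384, against 0.007 and 0.003 in simulations with no change. The same sign was seen in 60.2% and 62.7% of genes, against 50.3% and 50.1% in the simulations, and the shared calls were 96 and 92. Genes are not independent replicates.

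Against Vehicle the later days called fewer genes. H2-K1 rose by a log2 fold change of 1.51 ± 0.19 on day 4 and 1.42 ± 0.19 on day 7 (SE; n = 8 and 6; limma-voom adjusted p = 4.20e-06 and 1.22e-05), while Arrdc3 changed by -1.08 ± 0.21 and -1.11 ± 0.21 (SE; adjusted p = 0.00303 and 0.00269), each in 8 of 8 libraries. On day 4 121 genes changed, 104 up and 17 down, and on day 7 108, 96 up and 12 down (limma-voom). Lists called numbered 13 and 12, of which 5 and 3 held with an estimated correlation. The disease-associated list had medians of 0.74 and 0.87 (11 and 14 of 33 rose, 18 and 23 adjusted over the list alone, camera adjusted p = 5.29e-18 and 1.43e-22). In males alone 0 and 1 genes passed on days 4 and 7 (limma-voom, with no other tool run there), against 99 and 84 in females, and sample quality weights gave 366 and 314. With the noncoding covariate 60.2% of 256 genes were rises on day 4 and 66.7% of 93 on day 7, against 86.0% and 88.9% without it. With 1 library left out the counts ranged from 57 without Vehicle replicate 3 to 261 without DNL919 day 4 replicate 6 on day 4, and were 60, 59 and 65 without Vehicle replicates 1, 2 and 6, and 67 and 68 without DNL919 day 4 replicates 4 and 8. On day 7 they were 42, 55, 53 and 41 without Vehicle replicates 1, 2, 3 and 6 and 71 without DNL919 day 7 replicate 3.

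DNL919 day 4 against DNL919 day 1 tests the change over time with no shared control. The replication helicase genes Mcm5 and Mcm6 fell, at -5.67 ± 0.66 and -4.33 ± 0.42, Ch25h and Lpl at -6.12 ± 0.68 and -5.50 ± 0.61, and Tnf at -2.61 ± 0.21 (SE; n = 8 each; limma-voom adjusted p = 6.73e-09, 1.27e-10, 2.07e-09, 2.83e-09 and 7.24e-13), each lower in 8 of 8 libraries. Tfrc, Rps6 and Tspo fell, at -2.77 ± 0.45, -2.05 ± 0.29 and -1.16 ± 0.20, and Hspa5, the main chaperone of the ER, at -1.74 ± 0.18 (SE). Mouse Trem2 rose by 0.52 ± 0.15 (SE; adjusted p = 0.00672; 7 of 8 libraries) and Syk by 1.38 ± 0.31 (SE; adjusted p = 0.000428), as did Maf by 1.45 ± 0.22 and the cell cycle inhibitor Cdkn1c by 3.16 ± 0.43 (SE). Axl did not pass (adjusted p = 0.116). In all 3569 genes changed, 1549 up and 2020 down (limma-voom), and the count was 647 in males alone.

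Lists that fell from day 1 to day 4 with both correlations were DNA replication (49 of 53 fell, 50 adjusted over the list alone, median -2.96, camera adjusted p = 6.91e-31), ribosome biogenesis (44 of 68, 48 adjusted over the list alone, median -1.06), ER chaperones (23 of 30, 25 adjusted over the list alone, median -0.94) and proteasome (30 of 34, 32 adjusted over the list alone, median -0.93). So did the mitochondrial ribosome (median -0.85), amino acid supply (-1.36), cholesterol synthesis (-0.90) and NF-kB targets (-0.64), and the homeostatic list rose (22 of 39, 24 rises and 1 fall adjusted over the list alone, median 0.54, camera adjusted p = 1.03e-09). Falls lost with an estimated correlation were mitosis (median -1.24, adjusted p = 0.385), interferon-stimulated genes (-0.87, adjusted p = 0.209), ribosomal proteins (-0.81, adjusted p = 0.152), oxidative phosphorylation (-0.78, adjusted p = 0.0932), glycolysis (-0.76, adjusted p = 0.180) and TCA cycle (-0.42, adjusted p = 0.101). Rises lost in the same way were the TREM2 pathway (0.48, adjusted p = 0.132), oligodendrocyte markers (1.35, adjusted p = 0.343) and sex-linked genes (0.76, adjusted p = 0.132). The disease-associated list was not called (-0.33, camera adjusted p = 0.106).

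DNL919 day 7 against day 4 called 0 genes with limma-voom, with 483 at an unadjusted p under 0.05, 0 with edgeR and 1 with DESeq2, and 12 without the low-count filter. Camera called interferon-stimulated genes down (median -0.25, adjusted p = 0.726 with an estimated correlation), border-associated macrophage markers up (1.28, adjusted p = 0.479) and monocyte markers up (0.71, adjusted p = 0.726). The monocyte median was 2.96 in batch 4 and -0.15 in batch 3. Genes changed 2-fold were recovered for 31 of 100 simulated ones in this design.

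**Figure D3:**
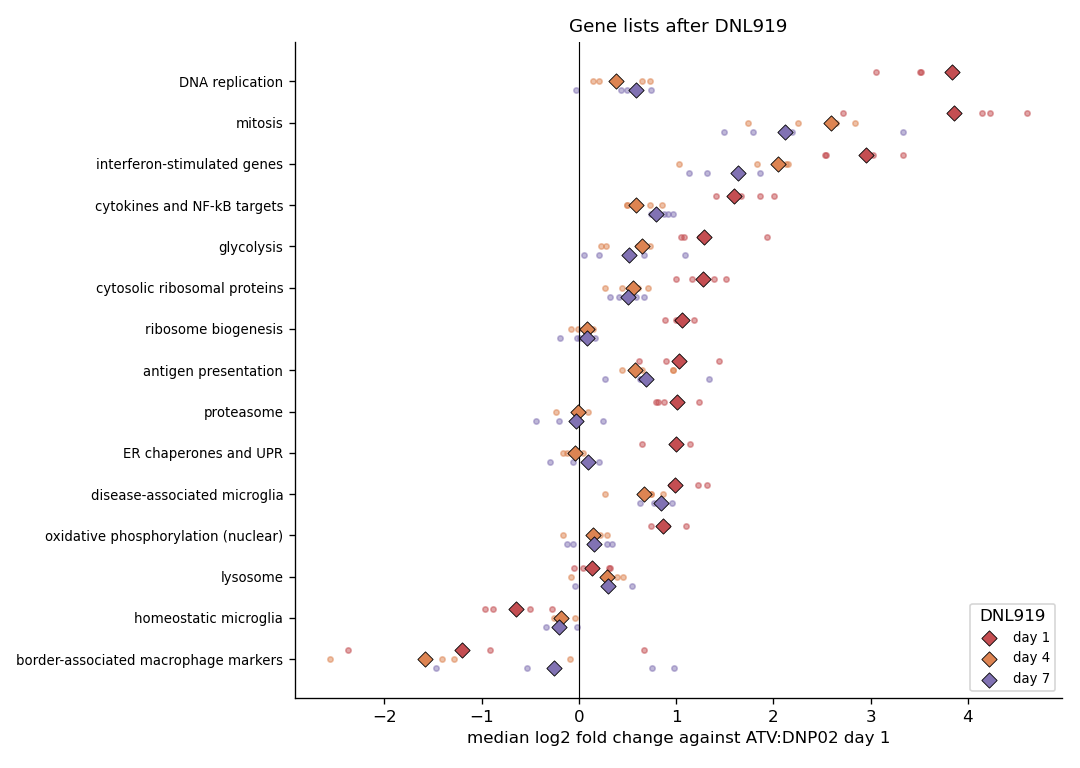
Median log2 fold change of 15 gene lists for DNL919 on days 1, 4 and 7 against ATV:DNP02 of day 1. Diamonds are medians over all batches and small points the medians within each of the 4 batches. The DNA replication median was 3.84 on day 1 and 0.38 on day 4, that of interferon-stimulated genes 2.95 and 2.05.

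Sexes were compared in the day 1 effect. In females 3556 genes passed and in males 956, and 866 passed in both with the same direction and 0 with the opposite one. The test of the difference itself called 0 genes with limma-voom, with 609 at an unadjusted p under 0.05 and a smallest adjusted p of 0.0589, while DESeq2 called 8, sample quality weights 1 and no low-count filter 8. On day 4 152 genes passed in females and 2 in males, and on day 7 140 and 0, and the sex difference on those days was not tested. Each sex is 1 pair of batches, so sex and batch cannot be told apart.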

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

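The tests weighed in this part were chosen before their results were seen, though the noncoding covariate and the thinned libraries came in as alternatives after seeing the data, and the test of the spread of male DNL919 day 1 libraries in called genes was chosen after the result was seen. Libraries far from the rest of their group are given first, and 33 of 159 groups of values tested had 1. Chance gives about 5%, or 1 in 20 groups, for independent and normally distributed values. The measures here overlap, and some, such as S100a8, are skewed with many values of 0. The excess over 5% is therefore not a count of unusual libraries. The neutrophil gene S100a8 measured 17435 CPM in DNL919 day 7 replicate 7, 2909 in DNL919 day 4 replicate 6, 391 in ATV:DNP02 replicate 6 and 155 in DNL919 day 1 replicate 4, far above the others of their groups. Summed neutrophil markers (log2 CPM) were highest in the first 3 of these libraries, at 14.77, 12.53 and 9.70, and monocyte markers were high in DNL919 day 7 replicate 7, at 12.01. DNL919 day 4 replicate 6 also lay below its group for interferon-stimulated genes (10.11), disease-associated microglia (14.97), homeostatic microglia (16.74) and antigen presentation (13.48). Interferon-stimulated genes were low in DNL919 day 1 replicate 8 (11.65), as were Oasl2 (6.53 CPM) and Tspo (126.9 CPM) in the same library. Ribosomal proteins were low in ATV:DNP02 replicate 1 (13.43) and in DNL919 day 1 replicate 5 (13.90), and antigen presentation was low in ATV:DNP02 replicate 1 (13.30). Disease-associated microglia genes were low in Vehicle replicate 6 (15.00) and DNL919 day 7 replicate 8 (15.32), and homeostatic genes in ATV:DNP02 replicate 3 (16.94).

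DNA replication was high in ATV:DNP02 replicate 6 (9.45), as was Top2a (1.26 CPM), and mitosis was high in Vehicle replicate 5 (9.44), as was Birc5 (15 CPM, against 0 in the other 5 libraries). Single genes far above their group were Birc5 in DNL919 day 7 replicate 7 (96.9 CPM), Cxcl10 in DNL919 day 7 replicate 3 (511.8), Ccl12 and Mcm6 in ATV:DNP02 replicate 2 (971.8 and 18), Rps6 and Trem2 in Vehicle replicate 4 (17.2 and 2470), Lpl in DNL919 day 1 replicate 1 (731.9) and H2-K1 in ATV:DNP02 replicate 3 (639.4). No explanation of these single values was tested. The change from ATV:DNP02 differed between days 1 and 4 for 3569 genes, which is the test of day 4 against day 1 (limma-voom).

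Chance is an unlikely source of the count for day 1, though not excluded. Only 1 of 100 splits, the real one, gave as many genes, with 4007 against a highest other of 1868. That is the smallest share that 100 splits can give. The same holds for day 4 (202 against 47), day 7 (169 against 4), day 4 against day 1 (3569 against 1982), and against Vehicle for day 1 (3740 against 776), day 4 (121 against 39) and day 7 (108 against 35), each with 1 of 100 splits. For ATV:DNP02 against Vehicle (0 genes against a highest other of 0) and day 7 against day 4 (0 against 3) the real count was 0 (limma-voom, beside 498 and 483 genes at an unadjusted p under 0.05 and 2 and 1 by DESeq2). All 100 splits then give as many by construction, so the splits say nothing about chance there. For the sex difference only 3 pairings of the batches exist, too few for a share under 0.05, with 0 genes in the real pairing and a highest other of 0 (limma-voom, with 609 genes at an unadjusted p under 0.05 and 8 by DESeq2).

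Ribosomal protein genes rose on day 1 while noncoding transcripts fell, with medians of 1.27 and -0.66 (log2). With the noncoding share as a covariate the ribosomal median was 1.37. The rise was thus not accounted for by differences in that share between libraries of the same group. The median of 796 noncoding genes moved to -0.10. The covariate is made of noncoding counts, of which Malat1 alone is a large part (53892 CPM in ATV:DNP02). How far the move of that median is built in by the covariate was not tested. The share itself differed with treatment, at 3.34% against 7.00%, so the covariate cannot be parted from treatment. A noncoding share that varied whatever the treatment therefore stays open. Deeper day 1 libraries are argued against by a median of 1.18 in thinned libraries. A joint shift of short, abundant transcripts is argued against as the whole source. The middle 95% of the medians of 10000 random lists matched on length and expression ran from 0.21 to 0.65, and the highest was 0.79. Those matched genes rose too, against a median of 0.01 over all genes, so such a shift stays open as part of the rise. A response of translation to the antibody is a hypothesis, and a change in nuclear RNA yield between groups was not tested.

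Far more genes passed on day 1 than on days 4 and 7. Depth is argued against, since thinned libraries gave 3407, 146 and 128 genes. A single library as the source is argued against, since the lowest day 1 count with 1 library left out was 3638, without DNL919 day 1 replicate 7. Leaving out 1 library at a time cannot test several together, so these stay open. In females alone 3556, 152 and 140 genes passed on days 1, 4 and 7, and in males alone 956, 2 and 0. The excess of day 1 was thus seen in each sex, though the day 1 count was lower in males. The controls of day 1 stand for all days, so a change of controls over time stays open and was not tested.

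Fewer genes passed in males than in females on day 1, with 956 against 3556. A wider spread pooled over all groups, as the fits of each sex use it, stays open. The median residual variance, male over female, was 1.04 (1.02 to 1.05 with 1 library left out). For the genes called on day 1 it was 1.07 (1.04 to 1.08). Each sex was fitted with weights from its own spread, which bring both variances to about the same level, so these ratios cannot decide. Among the genes called on day 1 the DNL919 day 1 libraries alone spread more in males. Their variance ratio around the batch mean was 3.97, from 2.23 without replicate 5 to 6.96 without replicate 3. It was 0.930 in ATV:DNP02, and whether this unevenness of treated males lowered the count stays open. A smaller response in males stays open too, with a median ratio of log2 fold changes of 0.825, from 0.767 without DNL919 day 1 replicate 7 to 0.901 without replicate 8, around the bound of 0.8 set for it beforehand, and 64.5% of called genes changing less in males (ratio of median absolute changes 0.855). Sex and batch cannot be told apart in this design, and a biological difference between the sexes stays open.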

How the results depend on the processing

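Redraws of the rounded counts, thinned libraries, the noncoding covariate, fits without the 2 libraries richest in neutrophil transcripts, the authors' factors and the mixed controls were chosen after seeing the data. Counts of called genes under each alternative moved more than directions did. Of the 104 named genes called on day 1 against ATV:DNP02, 92 kept their call in each of the up to 12 alternatives run per gene, 12 lost it in some and 1, Slpi, reversed. Of 49 on day 4 and 47 on day 7, 19 and 15 kept it in those alternatives and 0 reversed. Fits of 1 sex, fits without a batch and the alternatives chosen later were not followed per gene. Of the 485 named results edgeR kept 434 on their side of the threshold, DESeq2 452, no low-count filter 390, no batch term 387 and upper quartile factors 477. For genes called on day 1 at least 99.975% of directions were kept under each scaling, and 87.5% with the noncoding covariate. The share of rises among calls was 58.1% with TMM, 50.4% with library totals alone, 51.6% with upper quartile factors and 52.7% with DESeq2. Where a count moved by over 1.5 times the cause was not tested, except that alternatives on fewer libraries have fewer samples. No paired analysis was possible because the labels number no replicates and name no shared animal.

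Called genes are given in the order of the comparisons of the report. Without the low-count filter they numbered 10678 for day 1 and 10980 for day 1 against Vehicle, 71 and 65 for days 4 and 7 against Vehicle, 4 for ATV:DNP02 against Vehicle, 12 for day 7 against day 4 and 8 for the sex difference. This setting moved the median of all genes on day 1 by -0.45, and 2817 of the 10678 genes had no count in the 16 libraries compared, so its counts for day 1 are not comparable with the others. With a 2-fold threshold added they were 2464, 130 and 112 for days 1, 4 and 7, 65 for day 7 against Vehicle and 1959 for day 4 against day 1. In males alone they were 956, 2 and 0, against Vehicle 769, 0 and 1, and 647 for day 4 against day 1. With the noncoding covariate they were 2235 and 474 for days 1 and 4, and 1833 and 256 against Vehicle. Sample quality weights gave 518 and 422 for days 4 and 7, 366 and 314 against Vehicle and 1 for the sex difference. No batch term gave 81 and 44, and 61 and 33 against Vehicle. Sex in place of batch gave 124 and 81, and 67 for day 7 against Vehicle. Without batch 1 counts were 17 and 16, and against Vehicle 2466, 17 and 18. Without batch 2 they were 53 and 35, 7 and 8 against Vehicle, and 2305 for day 4 against day 1. Without batch 3, day 4 against Vehicle gave 220, and without batch 4 counts were 66 and 98, and 33 and 43 against Vehicle. DESeq2 gave 247 and 247 for days 4 and 7 against Vehicle, 2 for ATV:DNP02 against Vehicle, 1 for day 7 against day 4 and 8 for the sex difference. Without the 2 neutrophil-rich libraries day 4 against Vehicle gave 244.

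With an estimated correlation camera called 9, 7 and 5 lists on days 1, 4 and 7, against 19, 14 and 15, and fry called 8 and 7 on days 4 and 7. The smallest camera adjusted p with an estimated correlation was 0.000168, 0.00236 and 0.000786 on those days. At the preset correlation it was 1.19e-41, 8.74e-43 and 2.46e-39. In males alone 9 lists were called on day 4. Of the 48 list calls of days 1, 4 and 7 against ATV:DNP02, 34 held with the noncoding covariate, 11 lost their call and 3 reversed. With the noncoding covariate the day 1 medians of lists not called changed sign for fatty acid oxidation (0.22 to -0.37), lysosome (0.13 to -0.53), mitochondrially encoded genes (-0.05 to 0.65), endothelial (0.32 to -0.42), monocyte (-0.14 to 1.11) and astrocyte markers (-0.09 to 0.05), and the cause was not tested. For ATV:DNP02 against Vehicle 5 lists were called in males alone, 2 in females alone, 2 with fgsea, 1 with no batch term and 1 in thinned libraries. The sex-linked list of day 1 reversed with the noncoding covariate (adjusted p = 0.974), as did the lysosome list on days 4 and 7 (adjusted p = 0.983 and 0.828). Oxidative phosphorylation reversed in males alone on days 4 and 7 (adjusted p = 0.967 and 0.121). The share of day 1 genes found again on days 4 and 7, 4.22% and 3.54%, was 2.75% and 2.43% with Vehicle as control, 0.438% and 0.344% with separate sets of the ATV:DNP02 libraries for each day, 1.83% and 1.28% with those sets exchanged, and 2.40% and 2.30% with ATV:DNP02 for day 1 and Vehicle for the later day. Cpt1a on day 1, at 0.22, was -0.49 with edgeR, -0.55 with DESeq2, -0.0061 with no batch term, -0.0086 with sex in place of batch, -0.094 with only the compared groups and -0.11 with the deposited signal. Slpi on day 1 was 0.10 with edgeR and 0.61 with DESeq2, and against Vehicle 0.93 and 1.48. The cause was not tested for these reversals.

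With each library left out in turn, day 1 gave 3638 (without DNL919 day 1 replicate 7) to 4093 genes (replicate 5), day 4 102 (without DNL919 day 4 replicate 8) to 297 (replicate 6), and day 7 90 (without ATV:DNP02 replicate 5) to 201 (without DNL919 day 7 replicate 2). Without ATV:DNP02 replicates 1, 3 and 5 day 4 gave 123, 130 and 124, and without replicates 1, 2, 6 and 7 day 7 gave 96, 102, 111 and 109, with 112 and 103 without DNL919 day 7 replicates 1 and 3. Against Vehicle day 1 gave 3185 (without Vehicle replicate 6) to 3793 (without DNL919 day 1 replicate 5), day 4 57 (without Vehicle replicate 3) to 261 (without DNL919 day 4 replicate 6), and day 7 41 (without Vehicle replicate 6) to 148 (without DNL919 day 7 replicate 8). Day 4 against day 1 gave 3130 (without DNL919 day 4 replicate 6) to 3639 (without DNL919 day 1 replicate 8). The counts of 0 for ATV:DNP02 against Vehicle, day 7 against day 4 and the sex difference stayed at 0 with any library left out (limma-voom), beside 498, 483 and 609 genes at an unadjusted p under 0.05 and 2, 1 and 8 by DESeq2. Small effects can be missed, since limma-voom recovered 33 of 100 simulated 2-fold changes in the day 1 design. Whether depth, the spread between mice or the number of libraries sets this was not tested.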

Other observations

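Both hypotheses below, with their tests, were chosen after the results were seen, on the same libraries, so their p-values describe the differences and add no separate evidence. Transcripts of T and NK cells, too few for a list test, summed to 56.0 CPM in ATV:DNP02 and to 222, 281 and 278 CPM on DNL919 days 1, 4 and 7. Border-associated macrophage markers summed to 1568 ± 367 CPM in ATV:DNP02, 657 ± 287 on day 1, 956 ± 389 on day 4 and 1228 ± 424 on day 7 (SD, n = 8 each). Oligodendrocyte markers summed to 721 ± 189 CPM in ATV:DNP02, 388.5 ± 128 on day 1, 897 ± 261 on day 4 and 885 ± 355 on day 7 (SD, n = 8 each). These sums were not tested.

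The first hypothesis is that the balance of mitosis over DNA replication transcripts differed between days 1 and 4. Mitosis genes came down less from day 1 to day 4 than replication genes, with list medians of -1.24 and -2.96. The log2 ratio of summed mitosis to summed replication CPM was -0.55 ± 0.15 in ATV:DNP02, -1.35 ± 0.14 on DNL919 day 1, -0.03 ± 0.52 on day 4 and -0.05 ± 0.57 on day 7 (SD, n = 8 each). The highest ratios of days 4 and 7, 0.44 and 0.93, were those of DNL919 day 4 replicate 6 and day 7 replicate 7, the libraries richest in neutrophil transcripts. The difference of day 4 from day 1 was 1.32, with 1.07 to 1.67 over the 4 batches (exact permutation p = 0.000155, the smallest that 8 against 8 libraries can give). Cells that entered replication on day 1 may have been in mitosis later, which these data cannot show because no cell was followed.

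The second hypothesis is that interferon-stimulated genes came down relative to disease-associated microglia genes between days 1 and 7. The log2 ratio of their summed CPM was -5.24 ± 0.25 in ATV:DNP02, -2.74 ± 0.59 on DNL919 day 1, -4.13 ± 0.41 on day 4 and -4.39 ± 0.30 on day 7 (SD, n = 8 each). The difference of day 7 from day 1 was -1.65 over all libraries and between -2.04 and -0.96 in the batches (exact permutation p = 0.000466). The ratio may reflect an interferon response that fades sooner than the disease-associated state.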
